A study of Mus musculus with 2 samples. Its data were reported in "USP12 downregulation orchestrates a protumourigenic microenvironment and enhances lung tumour resistance to PD-1 blockade" (2021).

How the data were processed

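RNA was sequenced from 2 lines of mouse embryonic fibroblasts, 1 library per group, grouped by the treatment given in the sample labels. According to the study's methods, libraries were made with the VAHTS mRNA-seq kit of version V2, reads were trimmed and filtered for ribosomal RNA with Seqtk, mapped to the mouse genome with HISAT2 and assigned to genes with StringTie. The versions given are HISAT2 2.0.4, StringTie 1.3.0 and the build GRCm38.p4. The release of the gene annotation was not given in the sources used here. The values deposited by the authors are raw counts of uniquely mapped fragments per gene, whole numbers with no normalization. Each table lists the same 34745 genes by Ensembl identifier and symbol, and each entry names a gene. Of the symbols, 27 had the form of a date (such as 15-Sep) and 59 were shared by several identifiers. Entries were therefore joined by identifier. Of the identifiers, 34267 were found in the GENCODE M21 annotation of GRCm38, which gave the positions, exon lengths and overlaps.

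Counts were scaled with the TMM method of edgeR 4.0.16 in R 4.3.3 (factors 0.968 for the control and 1.03 for the Kras mutation library) and expressed relative to the scaled library total (CPM). The log2 ratio of Kras mutation over control was taken after adding 0.5 count to each library. Genes with a mean of at least 1 CPM over both libraries were taken as measured, which corresponds to about 20.3 counts in the control and 24.2 counts in the Kras mutation library. With 1 library per group no test across genes was made. A gene was counted as higher or lower by a rule of size alone, at least 2-fold. The 95% interval of a ratio was derived from the exact Clopper-Pearson interval of the share of a gene's counts found in the Kras mutation library (SciPy 1.17.1). Reads without molecular identifiers are not independent molecules, so intervals and floors cover counting error only. A gene with 0 counts in 1 library was set against a floor of 3 counts in that library (0.148 CPM in the control and 0.124 CPM in the Kras mutation library), and its fold is a lower bound.

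Before the data were examined, 21 gene lists and 8 lists of cell type markers were fixed. For each list the median log2 ratio of the measured members was placed as a percentile among 10000 random lists of the same size, drawn from the measured genes and matched on mean expression in 50 bins, as a description of these 2 libraries. List members missing under their symbol were found by older symbols, and 0 remained unmatched. A further 9 lists were chosen after the data were examined. They held imprinted genes, complement genes, integrins, genes of TGF-beta signalling, genes that escape X inactivation and subunits of core complexes. The others were the Ifi200, guanylate-binding protein and proliferin families. The genes named in the text followed a rule fixed in advance. They were Kras, Usp12, Usp46, Ppm1b, Nfkbia, Wdr48, Cxcl1, Ccl2, Cd274 and the 6 DUB genes the study singled out, the 12 highest and 12 lowest log2 ratios among genes with a mean of at least 5 CPM and a symbol that is not a predicted or clone name, and in each list the 4 members furthest apart among those at least 2-fold apart. All DUB genes at least 2-fold apart, the 6 DUB genes furthest apart and all sex-linked genes were included. Genes outside this rule, such as Usp27x, Il33, Lif, Cxcl10 and mt-Atp8, were named after their values were seen.

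The alternatives fixed in advance were total counts without TMM, DESeq2 size factors (DESeq2 1.42.0), 0.1 or 1 as the added count, scaling without the 20 most abundant genes, no filter or a mean of at least 5 CPM, thresholds of 1.5-fold and 4-fold, a counting interval wholly beyond no change, the mean in place of the median of a list, and random lists matched on exon length as well. Counts of genes without overlapping partners and without the X and Y chromosomes were added after the data were examined. The procedure was tested on simulated data, in which counts were drawn for the genes of this comparison with counting error only and 200 genes were changed by known folds. Of 12969 measured simulated genes, 95.3% had an interval that held the true ratio and 1 unchanged gene was at least 2-fold apart. Of the genes simulated at 4-fold, 100% were at least 2-fold apart with a median log2 size of 2.00, and of those simulated at exactly 2-fold, 46% with a median of 1.00. Of 1000 unchanged lists of 24 genes, 3.2% lay outside the middle 95% of random lists. The study names a stranded kit only for its human cells and does not state whether strand was used in counting, so counts of genes with an overlapping or antisense partner are uncertain, as are those of near-identical copies. Partners are named below for some genes only. Tagln, Spry1, Eln, Angpt1, Adam8, Wdr48, Cfb, Itga8, Itgb4 and Csf1r are among the others that have one.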

Results

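RNA-seq was used to ask how the transcripts of deubiquitinase (DUB) genes, which encode the enzymes that remove ubiquitin from proteins, differ once oncogenic Kras is switched on. Both samples were mouse embryonic fibroblasts (MEFs), connective-tissue cells grown from embryos, made immortal by the SV40 large T antigen, a viral protein that disables p53 and RB, and then exposed to an adenovirus carrying Cre recombinase. The Kras mutation group (1 library) held an activated oncogenic Kras allele, whereas the control group (1 library) held wild-type Kras. The control library had a total of 20958686 counts and the Kras mutation library 23434872. At least 1 count was present for 17155 and 17540 genes, respectively, of the 34745 genes listed. With 1 library per group there was no replicate check of any difference, so that no p-value is given and each value compares these 2 libraries rather than the conditions. The 95% intervals are exact counting intervals of a ratio and cover counting error only.

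Transcripts of Kras itself were less abundant in the Kras mutation library. Kras (ENSMUSG00000030265; GRCm38, chromosome 6, 145216699 to 145250239, minus strand) was at 61.9 scaled counts (CPM) in the control library and 44.9 CPM in the Kras mutation library, a log2 ratio of -0.46 (95% counting interval -0.58 to -0.34). Counts per gene do not separate the mutant from the wild-type allele, and Kras shares exons with Lyrm5, so this level does not check the group labels. The sex-linked genes differed between the lines. Xist, the X-linked RNA that silences an X chromosome in female cells, had 10589 counts in the control library and 13 in the Kras mutation library, 936-fold lower (95% counting interval 568 to 1827). The Y-linked genes Eif2s3y, Kdm5d, Ddx3y and Uty had 1197, 868, 535 and 354 counts in the Kras mutation library and 0 in the control library. Set against 3 counts in the control library, the limit that a count of 0 allows, they were at least 334-fold, 242-fold, 149-fold and 98.9-fold higher. Tsix, the antisense partner of Xist and the remaining member of this list, had 0 counts in either library. The median log2 ratio of the 5 measured sex-linked genes was 9.81, and 7.22 with the Y-linked genes at their bound.

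Among 12953 genes with a mean of at least 1 CPM, 732 were at least 2-fold higher in the Kras mutation library and 900 were at least 2-fold lower. Of genes with an assigned name and a mean of at least 5 CPM, the 12 with the highest ratios were led by Ifi202b, an interferon-inducible gene, with 0 counts in the control library and 3425 in the Kras mutation library (at least 956-fold higher). Gbp2b, a guanylate-binding protein gene, had 4 and 3552 counts (661-fold higher, 95% counting interval 290 to 2732). Hoxd10 and Mab21l2 had no counts in the control library and were at least 126-fold and 89.1-fold higher. Prl2c2 of the proliferin family was 94.5-fold higher (65.6 to 148), the growth-cone gene Gap43 was 68.7-fold higher (9 and 779 counts), the protocadherin gene Pcdhgb1 was 68.3-fold higher (56.9 to 83.4) and Bmp2, a bone morphogenetic protein, was 29.6-fold higher (87 and 3088 counts). The 4 Y-linked genes above completed this set. Ifi202b, Gbp2b, Prl2c2 and Pcdhgb1 belong to families with near copies or shared exons, and Mab21l2 overlaps exons of Lrba, so the counts of these genes are uncertain.

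At the other end, Xist was followed by the transcription factor gene Sim2, with 281 counts in the control library and 0 in the Kras mutation library (at least 112-fold lower). C4bp, which encodes a complement regulator, had 276 counts and 1 count (220-fold lower, 95% counting interval 58.6 to 13059). Fmod and Prelp, which encode small proteoglycans of the matrix, were 125-fold (49.6 to 711) and 53.7-fold (39.5 to 77.2) lower. Igfbp2, an insulin-like growth factor binding protein gene, was 91.2-fold lower (36.0 to 518) and the fatty acid binding protein gene Fabp7 was 59.5-fold lower (31.7 to 147). Slc1a6, Limch1 and the vasopressin receptor gene Avpr1a were 48.3-fold, 37.2-fold and 32.5-fold lower. The smooth muscle gene Cnn1 was 33.0-fold lower and the chemokine gene Cxcl9 was 32.2-fold lower. The excess of lower over higher genes depended on the scaling and on the filter. With scaling by total counts alone 858 genes were higher and 789 lower, and without a filter on low values 2719 were higher and 2526 lower.

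Usp12, a ubiquitin-specific protease, was lower in the Kras mutation library. It lies on chromosome 5 from 146734809 to 146795006 on the minus strand (ENSMUSG00000029640), and its exons overlapped no other gene with counts. Usp12 had 1531 counts (75.5 CPM) in the control library and 1057 counts (43.7 CPM) in the Kras mutation library, a log2 ratio of -0.79 (95% counting interval -0.90 to -0.68) or 1.73-fold lower. Of all 12953 measured genes, 9.33% had a log2 ratio at or below that of Usp12, as did 5.80% of the 4858 genes within 2-fold of its mean CPM.

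The DUB family as a whole was split in direction. Of 80 measured DUB genes, 43 had a log2 ratio below 0 and 37 above 0, and for 33 and 24 of them, respectively, the counting interval lay wholly on that side. The median log2 ratio was -0.05, the 19.1th percentile of 10000 random lists of the same size drawn from the measured genes and matched on mean expression. This median turned to 0.05 with scaling by total counts alone. Only Fam63b (also called Mindy2), which cleaves long ubiquitin chains, was at least 2-fold lower (log2 ratio -1.11, 95% counting interval -1.25 to -0.96). Usp49, Usp11, Usp2 and the neuronal hydrolase gene Uchl1 were at least 2-fold higher, with log2 ratios of 2.06, 1.24, 1.24 and 1.11. Usp49 shares exons with Gm20517 and Tomm6, Fam63b with Gm10642 and Yod1 with Pfkfb2, and Usp2 rested on 34 and 97 counts. The 6 DUB genes that the study singled out from this comparison were all lower. Usp25 was at -0.90 (2032 and 1302 counts), Usp13 at -0.85 (-1.11 to -0.59) and Cyld, a deubiquitinase that restrains NF-kB signalling, at -0.72 (-0.82 to -0.61). Usp53 was at -0.70 (-0.95 to -0.46) and Yod1 at -0.63 (-0.96 to -0.31). Counted from the lowest log2 ratio, they took 6 of the 8 lowest places among the DUB genes, the other places being those of Fam63b and the X-linked Usp27x (-0.70, -1.06 to -0.35). None of the 6 was 2-fold apart, and their median of -0.75 (0.2th percentile) is not independent evidence because the list was chosen on these libraries.

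**Figure D1:**
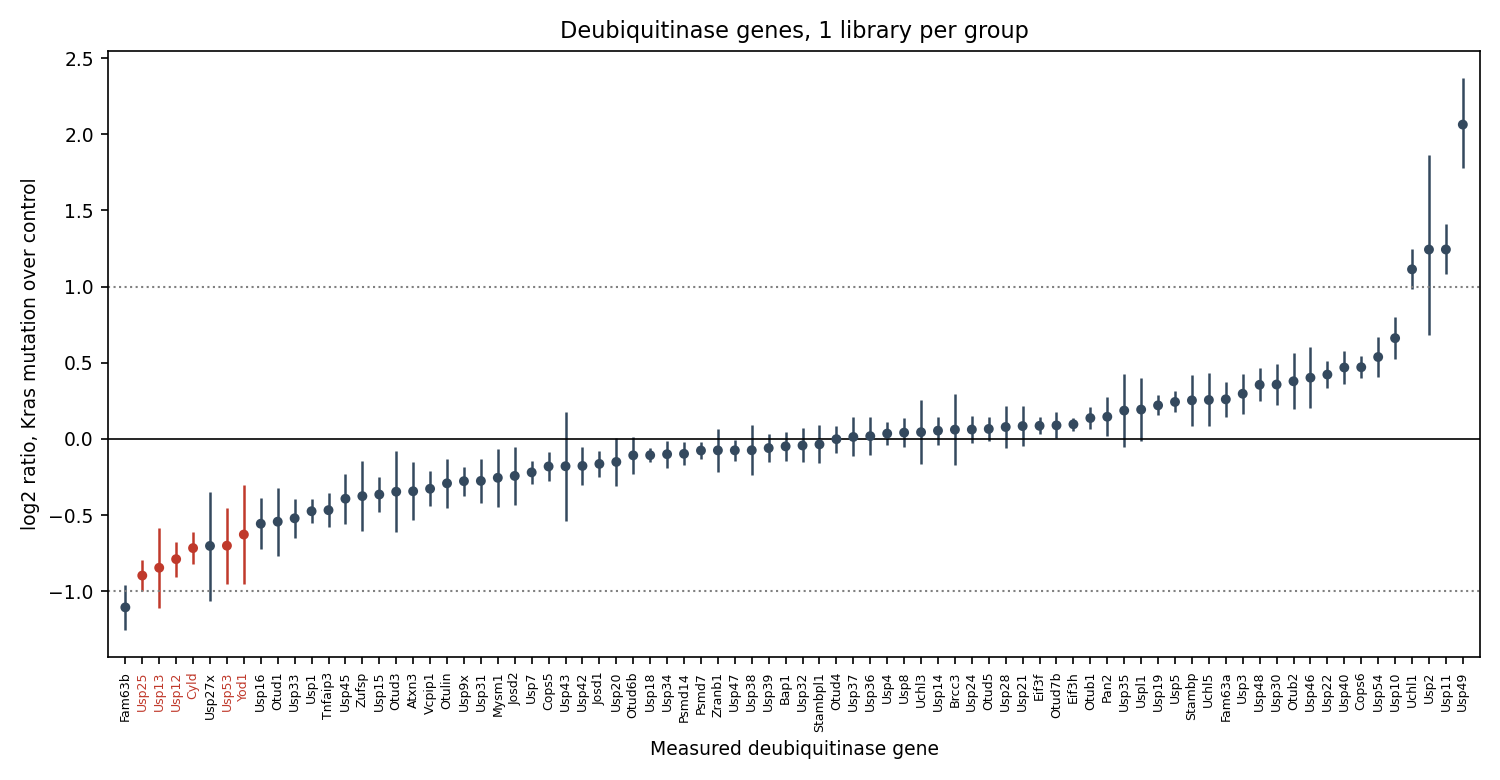
Log2 ratio (Kras mutation over control, TMM-scaled CPM) of each of the 80 measured DUB genes in order of size, 1 library per group; bars are 95% counting intervals, red marks the 6 genes the study singled out, and dotted lines mark 2-fold. Fam63b lies at -1.11, Usp12 at -0.79 and Usp49 at 2.06.

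The genes around USP12 and the phosphatase PPM1B, which acts on the IkB kinase complex, differed by less than 2-fold. For Ppm1b the log2 ratio was -0.06 (95% counting interval -0.15 to 0.04), with 1620 and 1861 counts, and it turned to the other sign with scaling by total counts alone. Wdr48, which encodes an activating partner of USP12, was at 0.22 (0.13 to 0.30) and the close homologue Usp46 at 0.40 (0.21 to 0.60). All 12 genes of this axis were measured and 0 were 2-fold apart (median 0.05, 71.9th percentile).

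Genes of the NF-kB pathway, which drives inflammatory transcription, were lower in the Kras mutation library. Of 24 measured members 4 were at least 2-fold lower and 0 were higher, with a median log2 ratio of -0.27 (0.75th percentile), or -0.18 with scaling by total counts alone. The 4 were the cytokine gene Tnf (-1.75, 95% counting interval -2.04 to -1.48), the receptor gene Cd40 (-1.56) and the adhesion molecule genes Vcam1 (-1.18) and Icam1 (-1.12). Nfkbia, which encodes the inhibitor IkB alpha, was at -0.24 (-0.28 to -0.19).

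The chemokine genes Cxcl1 and Ccl2 were abundant in both libraries. Cxcl1, a neutrophil attractant, had 59441 counts in the control library and 49941 in the Kras mutation library (log2 ratio -0.51, 95% counting interval -0.52 to -0.49). Ccl2, a monocyte attractant, had 68254 and 75887 counts (-0.10, -0.12 to -0.09). Of 22 measured chemokine genes, 5 were at least 2-fold lower and 3 at least 2-fold higher, with a median of -0.29 (1.61th percentile). Cxcl9 (-5.01), Cxcl12 (-3.74), Ccl9 (-2.65) and Ccl20 (-2.10) were the furthest apart, and Cxcl10, which shares exons with Art3, was also lower (-1.81). Ccl8 (1.79), Cx3cl1 (1.13) and Ccl4 (1.02) were higher. Cxcl9 and Cxcl10 are interferon-inducible, and interferon-stimulated genes were also lower in this library. Of 28 measured interferon-stimulated genes, 5 were at least 2-fold lower and 0 higher (median -0.41, 0.01th percentile), with Gbp2 at -1.24, Ifit1 at -1.23, Rsad2 at -1.18 and Ifih1 at -1.16. Genes for antigen presentation by MHC class I and for immune checkpoints had a median of -0.30 over 19 members (0.65th percentile), or -0.21 with scaling by total counts alone, and a mean of -0.18, with 0 at least 2-fold lower. The checkpoint ligand gene Cd274 was at -0.95 (-1.11 to -0.80), whereas the costimulatory gene Cd80 (2.87) and the ectonucleotidase gene Nt5e (1.49) were at least 2-fold higher.

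Targets and feedback regulators of RAS-ERK signalling were higher in the Kras mutation library. Of 23 measured members, 20 had a log2 ratio above 0, 4 were at least 2-fold higher and 2 at least 2-fold lower. The median of 0.38 lay above those of all random lists. The transcription factor gene Etv1 (1.96, 95% counting interval 1.68 to 2.27) and the cyclin gene Ccnd1 (1.90, 1.81 to 1.99) were the furthest above, followed by Fosl1 (1.07) and the ERK phosphatase gene Dusp6 (1.02). Ccnd1 and Fosl1 share exons with Oraov1 and Ccdc85b. The ephrin receptor gene Epha4 (-3.28) and Spry1, a Sprouty inhibitor of RAS signalling (-2.45), were the 2 members at least 2-fold lower. The components of the RAS pathway had a median of -0.15 over 28 members (5.04th percentile) but a mean of 0.01, and Rasgrf1, a RAS exchange factor gene with 1 and 75 counts, was the only one 2-fold apart (42.2-fold higher, 95% counting interval 10.9 to 2514).

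Secreted growth factor genes went in both directions. Of 34 measured cytokine and growth factor genes, 6 were at least 2-fold higher and 8 at least 2-fold lower. The median was -0.08 (20.9th percentile) and the mean 0.15, and the median changed sign with scaling by total counts alone. Bmp2 (4.89), Fgf2 (4.81), the EGF receptor ligand gene Areg (4.73) and Il11 (3.42) were the furthest above, Fgf2 on 2 and 83 counts and with exons shared with Nudt6. Il33 (2.01) and Lif (1.21) were also higher, whereas Igf2 (-3.42), Tgfb2 (-2.53) and Il1a (-2.41) were lower. The list of angiogenesis genes, which mixes inducers of vessel growth with inhibitors such as Thbs1, was lower (8 of 20 at least 2-fold lower, 1 higher, median -0.59, below all random lists). Its median therefore gives no direction for vessel growth. Edn1, the endothelin gene, was at -4.86 (-6.93 to -3.63), Thbs1 at -3.10 (-3.13 to -3.07), Sema3e at -2.36 and the angiopoietin gene Angpt1 at -2.06, while Col18a1, the source of endostatin, was at 1.65.

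**Figure D2:**
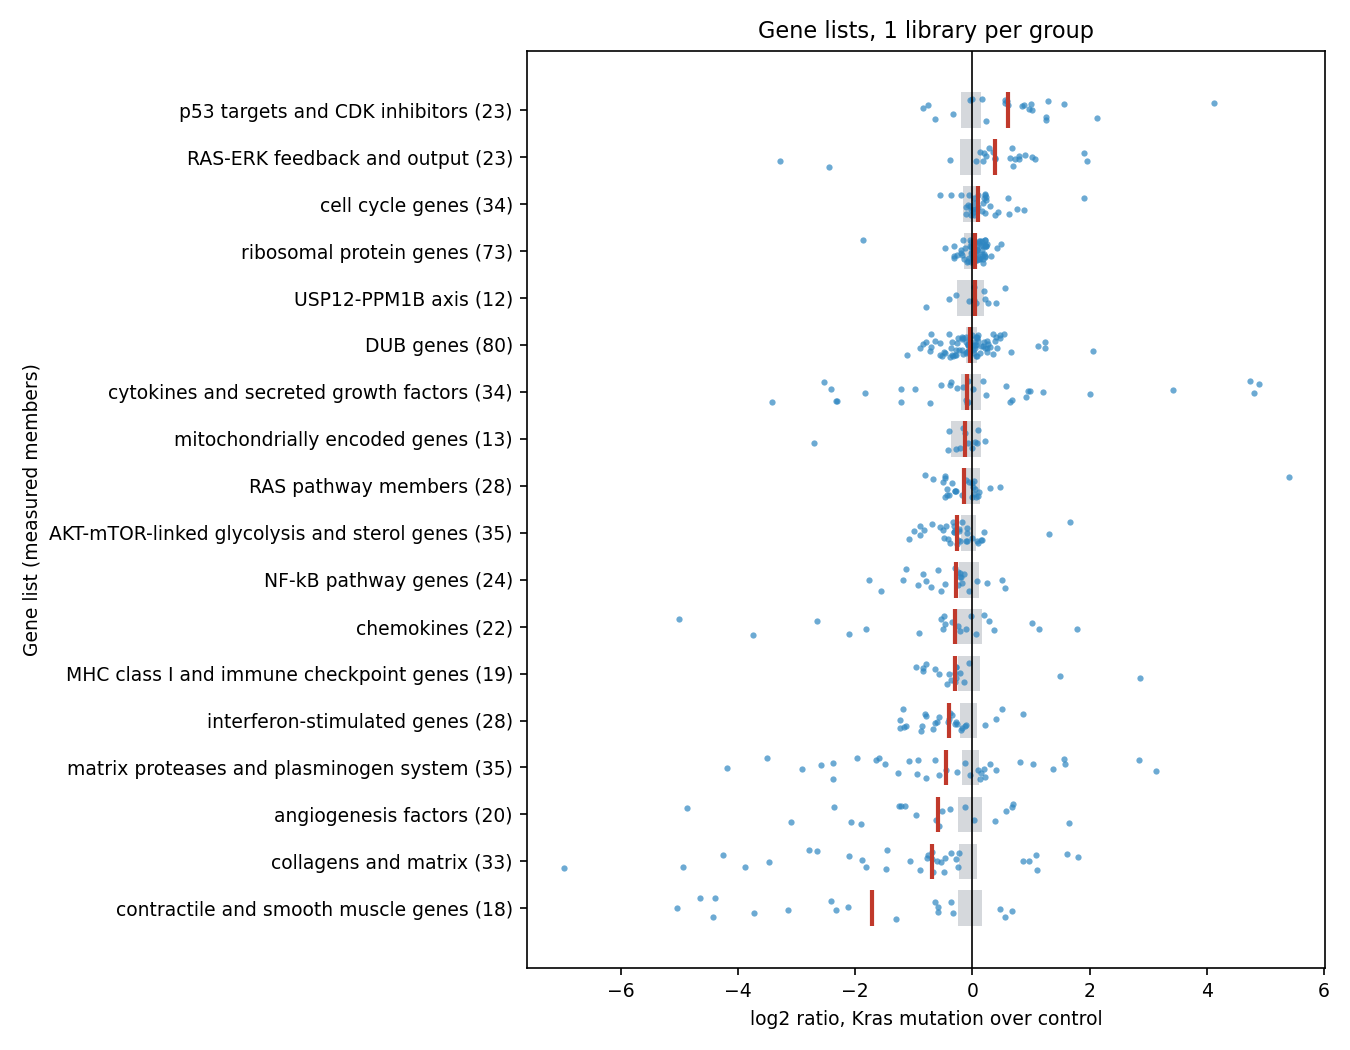
Log2 ratio (Kras mutation over control) of each measured member (blue points, moved up or down only for visibility) of 18 gene lists, with the median in red and the middle 95% of medians of 10000 expression-matched random lists in grey. The medians ran from -1.71 for contractile and smooth muscle genes to 0.60 for p53 targets and CDK inhibitors.

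Contractile and smooth muscle genes showed the lowest median of these lists, -1.71 over 18 measured members (below all random lists). Of these, 10 were at least 2-fold lower and 0 at least 2-fold higher. Cnn1 was at -5.04 (95% counting interval -5.73 to -4.49), smooth muscle actin Acta2 at -4.65 (-4.77 to -4.53), Tagln at -4.42 (-4.57 to -4.27) and Lmod1 at -4.40 (-4.90 to -3.96). Matrix genes were lower as well, with 13 of 33 collagen and matrix genes at least 2-fold lower, 4 higher and a median of -0.68 (below all random lists). The lowest were Fmod (-6.97), periostin Postn (-4.93), elastin Eln (-4.25) and Col12a1 (-3.88). Among matrix proteases and plasminogen genes, 12 of 35 were at least 2-fold lower and 6 at least 2-fold higher (median -0.45, below all random lists). Adam12 (-4.18), Adamts5 (-3.50) and Adamts12 (-2.90) were lower, and Adam8 (3.14), Mmp9 (2.84) and Mmp3 (1.59) were higher. With 35525 and 127624 counts, Mmp3 was among the 5 most abundant genes of the Kras mutation library.

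Among p53 targets and CDK inhibitors, 8 of 23 measured members were at least 2-fold higher and 0 at least 2-fold lower (median 0.60, above all random lists). The apoptosis gene Perp (4.12, 95% counting interval 3.14 to 5.55), the nuclease gene Aen (2.14, 1.97 to 2.31), Mdm2, whose product degrades p53 (1.57, 1.49 to 1.65), and Ccng1 (1.29, 1.22 to 1.36) were the furthest above, Perp on 7 and 155 counts. Cell cycle genes were slightly higher, with a median of 0.10 over 34 members (97.9th percentile) and 24 of them above 0, and Ccnd1 was the only one 2-fold apart. Genes of glycolysis and sterol synthesis linked to AKT-mTOR signalling had a median of -0.25 over 35 members (0.48th percentile). Of these, the cystine transporter gene Slc7a11 (1.67) and the glucose transporter gene Slc2a3 (2.47-fold) were at least 2-fold higher, and Idi1 of sterol synthesis (-1.08) was at least 2-fold lower but at -0.99 with scaling by total counts alone.

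The Hox genes, which record the position of cells along the body and limbs, differed by cluster. Of 30 measured Hox genes 7 were at least 2-fold higher and 13 at least 2-fold lower. The median was -0.78 (below all random lists) and the mean 0.10. That mean took Hoxd10 at 9.57 and Hoxd11 at 8.06 over 0 counts, where their bounds were 6.98 and 5.47, so its sign is uncertain. All 8 measured Hoxb genes were at least 2-fold lower (median -1.81), as were 4 of 7 Hoxc genes, among them Hoxc13 (-3.99, 95% counting interval -6.52 to -2.56, 46 and 3 counts). All 5 measured Hoxd genes were at least 2-fold higher. Hoxd10 and Hoxd11 had 0 counts in the control library and were at least 126-fold and 44.4-fold higher, both with exons shared with Gm28309, and Hoxd9 was 20.5-fold higher (14.2 to 31.9). Of the Hoxa genes, 2 of 10 were at least 2-fold higher and 1 was at least 2-fold lower. The grouping into single clusters was made after the values were seen. These lines also differed in Xist and the Y-linked genes.

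**Figure D3:**
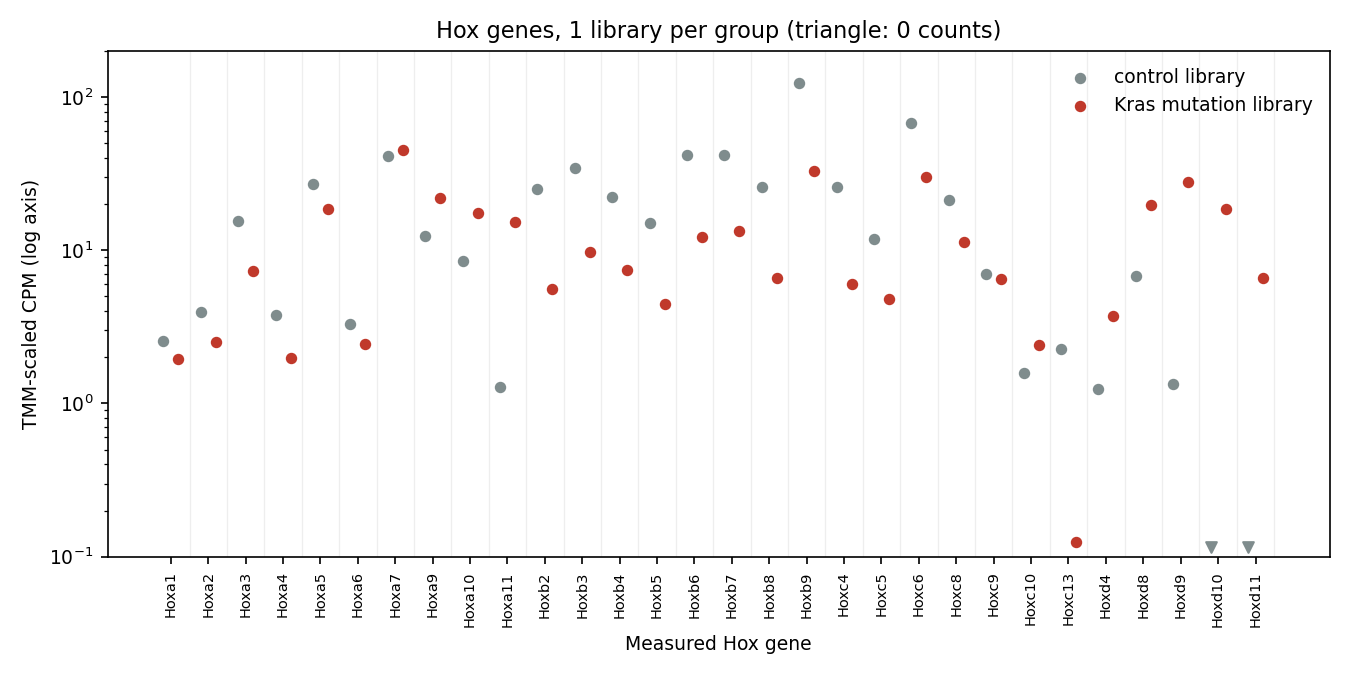
TMM-scaled CPM (log axis) of the 30 measured Hox genes in the control library (grey) and the Kras mutation library (red), ordered by cluster and number; a triangle marks 0 counts. All 8 Hoxb genes lie lower, and all 5 Hoxd genes higher, in the Kras mutation library.

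Fibroblast markers were abundant in both libraries, for instance Col1a1 with 75041 and 25598 counts. Of 12 measured fibroblast and mesenchymal markers, Dcn (1.09) and Lum (1.80) were at least 2-fold higher and Col1a1 (-1.81) and Thy1 (-1.70) at least 2-fold lower (median -0.41, 0.99th percentile). Epithelial, endothelial and skeletal muscle markers were scarce. With a mean of at least 1 CPM, 1 of 13 epithelial, 0 of 11 endothelial and 1 of 12 skeletal muscle markers were measured, none 2-fold apart, and their summed counts over all listed members were 66 and 93, 46 and 67, and 23 and 66. Of 3 measured haematopoietic and macrophage markers (median 0.42, 88.6th percentile), the lysosomal gene Cd68 was at 2.48 on 50 and 336 counts and the lipopolysaccharide receptor gene Cd14 at 0.42 on 1141 and 1822 counts. The third, Csf1r, was at -0.85 on 29 and 19 counts, while Ptprc had 0 counts in both libraries. Of 4 adipocyte markers (median -0.00, 48.3th percentile), Lpl was at -3.52 and Pparg at 1.45. Of 4 chondrocyte and bone markers (median -0.23, 21.8th percentile), Alpl was at -2.33. Of 7 neural and neural crest markers (median 0.04, 53.9th percentile), Stmn2 and Sox2 had 0 counts in the control library and 76 and 71 in the Kras mutation library (at least 21.2-fold and 19.8-fold higher), Elavl4 was at 1.58, Tubb3 at -2.17 and the intermediate filament gene Nes, the most abundant of them, at 0.04 on 3748 and 4602 counts. The sign of these 4 medians was not stable. The haematopoietic median was -0.16 when the 20 most abundant genes were left out, the chondrocyte and bone median was 0.08 and the neural median -0.06 without a filter, the neural median was -0.16 with a mean of at least 5 CPM, and the adipocyte median turned under several scalings.

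Ribosomal protein genes were nearly even (median 0.05 over 73 members, 96.7th percentile, or 0.14 with scaling by total counts alone), as were mitochondrially encoded genes (median -0.12 over 13 members, 38.6th percentile). In each list 1 gene stood apart from the others. Rpl3, on chromosome 15, had 6027 and 1976 counts (-1.86, 95% counting interval -1.94 to -1.79), and mt-Atp6 had 45175 and 8259 counts (-2.71, -2.74 to -2.67). The gene next to it, mt-Atp8, which overlaps it and is read from the same transcript, was at -0.27. Many ribosomal protein genes have processed copies in the genome, and only uniquely mapped fragments were counted, so their levels are uncertain.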

Values the study reported

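From the comparison of these MEF lines, the study singled out 6 DUB genes (Cyld, Usp12, Usp13, Usp25, Usp53 and Yod1) as strongly reduced in the cells with activated oncogenic Kras. It also reported less USP12 protein in these cells than in the control MEFs, and with it less of the NF-kB inhibitor IkB. Those are protein results, whereas the Usp12, Nfkbia and NF-kB pathway values above are RNA levels. The study did not follow Usp12 from this comparison alone. Of the 6 genes, it found only USP12 preferentially reduced in human non-small cell lung tumours too. It also reported less Usp12 RNA and protein in Kras-driven mouse lung tumours than in adjacent tissue.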

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

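The Usp12 log2 ratio stayed between -0.79 and -0.70 under each scaling and added count tried, and the median of the 6 DUB genes singled out between -0.75 and -0.66. The counts of genes at least 2-fold apart moved by more than 1.5 times with the filter and the threshold. Without a filter 2719 genes were higher and 2526 lower, and with a mean of at least 5 CPM 383 and 572. At 1.5-fold the counts were 1443 and 1716, and at 4-fold 253 and 318. A change of threshold alters the count by construction. The filters changed the genes considered, 18584 and 10941 in place of 12953, and the cause of the excess of higher genes without a filter was not tested. All 732 and 900 genes had a counting interval wholly beyond no change. Scaling by total counts alone moved the median of all genes by 0.09, which took the medians of NF-kB pathway genes to -0.18, of MHC class I and immune checkpoint genes to -0.21 and of ribosomal protein genes to 0.14, and turned those of all DUB genes (0.05) and of cytokine genes. With the mean in place of the median, Hox genes turned to 0.10 and MHC class I and immune checkpoint genes moved to -0.18. In both lists a few members lay far from the rest. Among the Hox genes 2 of these, Hoxd10 and Hoxd11, had 0 counts in the control library, so the sign of that mean is uncertain. With 0.1 as the added count the median of the sex-linked genes moved to 12.13, because 4 of them had 0 counts in 1 library. Of 510 log2 ratios of named genes under alternatives, 490 stayed within their counting interval, 20 moved beyond it with scaling by total counts, and 1, that of Ppm1b, changed sign. Matching random lists on length moved 0 of 26 list percentiles into or out of the middle 95%. In counts chosen after the data were seen, 571 genes were higher and 708 lower among genes without an overlapping partner, and 694 and 875 without the X and Y chromosomes. No paired analysis was possible because each group had 1 library, and for the same reason no library could be left out. Markers of other cell types and genes such as Fgf2 and Rasgrf1 are limited by depth, since 1 count was worth 0.0493 CPM in the control library and 0.0413 CPM in the Kras mutation library.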

Other observations

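The tests of overlapping genes, of the core complex subunits, of the genes that escape X inactivation, of the Ifi200 family and of the neighbours of Ifi202b and Gbp2b were written down before their values were seen. The tests of Xist, of the protocadherin gamma cluster and of the interferon-stimulated genes, and all lists in this part other than those of the report, were chosen after the data were seen. The complement genes were lower in the Kras mutation library, with 6 of 14 measured members at least 2-fold lower, 1 higher and a median of -0.83 (0.01th percentile of random lists). C4b was at -3.91, Cfb at -2.43 and C4bp at -7.78 on 276 and 1 counts, whereas C3, the central component and the most abundant of them, was at 0.56 and the regulator gene Cd55 at 2.37. C4b and C4a are near copies, so their split is uncertain. The acute phase genes Saa3 (-1.18) and Hp (-2.89), both among the 5 most abundant genes of the control library, were lower too, and Spp1, which encodes osteopontin and was the most abundant gene of the Kras mutation library, was at 1.89. Genes of TGF-beta signalling had a median of -0.45 over 20 members (0.01th percentile). Of these, 5 were at least 2-fold lower, among them Pmepa1 at -2.41, Serpine1 at -2.38 and Id2 at -1.76, against 1, Ltbp4 (1.59), higher. The list mixes targets with receptor genes such as Tgfbr1 and genes of latent TGF-beta binding proteins such as Ltbp4. Its median therefore gives no direction for TGF-beta signalling.

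Integrin genes went both ways, with 4 of 18 at least 2-fold higher, 3 lower and a median of -0.02 (48.95th percentile) against a mean of 0.19. Itga6 (3.28, 95% counting interval 3.06 to 3.51), Itga8 (3.18), Itgb7 (2.73) and Itgb4 (1.76, 1.28 to 2.29) were at least 2-fold higher, and Itga11 (-2.80, -3.08 to -2.55), Itga1 (-2.11, -2.56 to -1.71) and Itga9 (-1.67) at least 2-fold lower. Itgb1, the most abundant of the list, was at -0.52. Among imprinted genes the median was 0.02 over 19 members (56.8th percentile), with 5 at least 2-fold higher and 2 lower. The neighbours Dlk1 (1.91), Meg3 (1.25) and Rian (1.10) were higher together, Peg10 was at 2.07 and Igf2r at 1.17, and Igf2 (-3.42) and Peg3 (-1.26) were lower. All 3 proliferin genes were higher. Prl2c2 was at 6.56, Prl2c3 at 5.64 on 2 and 148 counts, and Prl2c5 had 0 and 111 counts (at least 31.0-fold higher). These 3 are near copies of one another, and their median was 6.56 (99.995th percentile), or 5.64 with Prl2c5 at its bound. The median log2 ratio per autosome ran from -0.15 (chromosome 13, 0th percentile) to 0.08 (chromosome 2, 100th percentile), against 0.58 for 3 copies in place of 2. Of 19 autosomes, 4 lay below and 4 above the middle 95% of random lists, the others being chromosomes 1, 5 and 15 below and 8, 9 and 11 above.

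Xist and the 4 Y-linked genes lay on opposite sides of the 2 libraries. Xist in the Kras mutation library was at 0.103% of its level in the control library (95% counting interval 0.0547 to 0.176%), and the 0 Y-linked counts in the control library allow up to 0.121% of the level in the Kras mutation library, where there were 2954. These levels are the pattern itself and so were no test of mixing of cells or RNA between the lines. A candidate explanation is that the lines came from embryos of opposite sex. The 5 genes that escape X inactivation, Ddx3x, Pbdc1, Kdm6a, Eif2s3x and Kdm5c, were all lower in the Kras mutation library with a median of -0.60 (0.825th percentile), below the -0.2 set for this explanation. A mislabelled or outside sample and the Kras mutation itself were not tested. The higher RAS-ERK targets in the Kras mutation library (median 0.38, 20 of 23 above 0) ran in the direction of the labels, but no test of the labels was set on them. As the difference in Xist and the Y-linked genes coincides with the groups, any difference in this comparison could also belong to the embryos.

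Some single genes were far apart without their partners. Assignment of fragments to different overlapping genes may account for the protocadherin gamma cluster, whose 20 measured genes included 5 at least 2-fold higher and 5 at least 2-fold lower, while the summed counts (11597 and 14076) gave a log2 ratio of 0.024. A real difference in which genes of the cluster were used would give an even sum too, so the sum cannot separate them. Whether such assignment acted more widely was not settled. The limit set for it was under 10% of the genes at least 2-fold apart without an overlapping partner. That limit could hardly be met, because 72.8% of the other measured genes overlapped no other gene with counts. Of the 1632 genes at least 2-fold apart, 78.4% (95% Clopper-Pearson interval 76.3 to 80.3%) overlapped none in the GENCODE M21 annotation. Genes absent from that annotation were counted as overlapping none, and the annotation used for counting was not given. Such assignment fails to reach those genes only as far as the annotations match. Tmem127 (3.85), Dchs1 (3.93), Plagl2 (4.27) and Rpl3 are among those without a partner. Whether isolated losses of counts explain such genes stays open, because 0% of 155 subunits of core complexes (median 0.04, mean -0.00) were at least 2-fold apart, which allows up to 2.35% where 1% was the limit set. The largest log2 size in that list was 0.82, so it held neither Rpl3 nor mt-Atp6. The ribosomal protein and mitochondrially encoded lists, with 73 and 13 measured members, each had 1 gene at least 2-fold lower.

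Ifi202b and Gbp2b had 4 counts together in the control library, although most of their relatives were lower in the Kras mutation library. Of the 12 measured Ifi200 genes 7 were at least 2-fold lower and 1 higher (median -1.21, 0th percentile), and of the 8 measured guanylate-binding protein genes 5 were lower and 1 higher (median -1.19, 0.01th percentile). A stronger interferon response in the Kras mutation library was argued against by the interferon-stimulated genes, whose median was -0.41. Fragments of relatives counted as Ifi202b in the same share in both libraries were argued against. The relatives had 30637 counts in the control library, where Ifi202b had 0, and were lower in the Kras mutation library. A share that differed between the libraries stayed open. The summed counts of the family (30637 and 20737) gave a log2 ratio of -0.82, which met the condition of less than 2-fold set for this explanation. Meeting it was no support, because the relatives were lower without Ifi202b too (-1.08) and the sum did not even out. Genome segments of another mouse strain in the Kras mutation line could also give such a pattern. For Ifi202b they cannot be told apart from a share of relatives' fragments that differed between the libraries. The labels give C57BL/6 as the strain of both lines, and the study's methods give that background for the Kras mice. A stated background does not show whether segments of another strain remained, so it was no test of this explanation. Counts hold no sequence, and 26.7% of the 30 measured neighbours within 2 Mb outside both family lists were at least 2-fold apart against 14.1% in random lists (97.1th percentile, just inside the middle 95%). This result turned on a choice made after its value was seen. Gm4955, an Ifi200 relative, was first counted among the neighbours, which gave 9 of 31 (29.0%, 99.0th percentile) and would have met the limit set for this explanation, and it was then moved to the family. Gm16340, annotated as a pseudogene of Ifi203, stayed among the neighbours at -1.31.

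Gm38394, Zc3h11a and Zbed6, which share exons on chromosome 1, had log2 ratios of -3.91, 2.14 and 2.68, and their summed counts were 4692 and 2890 (-0.95).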
